A study of Rattus norvegicus with 238 samples.

How the data were processed

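Bulk RNA sequencing of the medial prefrontal cortex was analysed in 238 libraries from male and female Sprague-Dawley rats. The title of each library placed it in 1 of 24 groups by age (P0, P21 or adult), sex, prenatal condition and injection. The prenatal condition was fetal growth restriction (FR) or the ad libitum control (AdLib), and the injection was saline or insulin. Of these groups, 22 held 10 libraries and 2 held 9, namely the P0 male AdLib saline and the adult male FR insulin groups.

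RNA was extracted with a Qiagen AllPrep kit and libraries were made with Illumina protocols, per the labels. The aligner, the counting program, the genome build and the annotation are not stated in the labels or the file headers, so no coordinates are given. The authors deposited 1 table of whole-number read counts per age, covering 32545 genes named by Ensembl identifier. They also deposited 18 tables of their own comparisons. Per the file headers, each holds a log2 fold change, a log2 CPM (read counts scaled to library size), a p-value and a false discovery rate for each gene. The tool and the libraries behind those values are not stated. Gene symbols and chromosomes came from the authors' deposited tables, which pair 21570 identifiers with a symbol.

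Total counts per library ranged from 4649382 to 9714184 at P0, from 5117722 to 9408550 at P21 and from 5456940 to 13044595 in adults. The most alike libraries of an age differed by a chi-square per degree of freedom of 2.27 at P0, 1.95 at P21 and 3.22 in adults. Copies of 1 library would differ by 0, so no library was present more than 1 time.

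Counts were tested with edgeR 4.0.16 in R 4.3.3, with trimmed mean of M-values (TMM) factors, genes kept by filterByExpr on the groups and the robust quasi-likelihood test. Each age had 1 fit over its 8 groups, and contrasts of group means gave the comparisons. The filter kept 14318 genes at P0, 14400 at P21 and 15168 in adults. The age comparisons used the AdLib saline libraries of both sexes, with sex as a covariate, over 14391 genes. P-values were adjusted with the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. Standard errors (SE) were derived from the log2 fold change and the F statistic. Expression of single genes is given as TMM-normalized CPM, mean ± SD. Sums over sex-linked genes are CPM of the total counts, without TMM factors.

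The groups, comparisons, tests, gene lists, the rule for naming genes and the alternatives, apart from those that left out libraries, were fixed before the data were examined. By the rule, each diet or insulin comparison and each age comparison named up to 2 called genes with the largest rise and up to 2 with the largest fall, at a mean of at least 1 CPM. Where none was called, and for interactions and sex differences, the gene with the smallest p was named. Sex was checked with the Y-linked genes listed as Ddx3, Eif2s3y, Kdm5d and Uty. Xist was not among the listed symbols. A set of 3 female-specific genes without a symbol was chosen for the sex check after the values were seen, as were Ubtf, Irs2 and the genes taken from the authors' tables. The olfactory markers Calb2, Th, Nmb, Cdhr1, Tbx21, Doc2g, Gng13 and Frzb were also chosen then, from general knowledge. Omp was chosen with them and is not among the listed symbols.

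The lists held 16 immediate early genes, 16 glucocorticoid-responsive genes and 20 insulin signalling genes. They were tested with camera in limma 3.58.1 on voom values, two-sided, with a preset correlation of 0.01. P-values were adjusted over the 36 tests of the 12 insulin comparisons. Lists of markers of 9 cell types or tissues were tested in the same way: oligodendrocytes, striatal neurons, choroid plexus, red blood cells, endothelium, meninges and fibroblasts, astrocytes, microglia, and upper and deep layer cortical neurons.

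The alternatives were DESeq2 1.42.0, relative log expression (RLE) factors, no filter on low counts, a fit of only the groups compared, the replicate number as a block, and the stem of the library name as a random block in limma. Diet and insulin comparisons were also fitted with 2 surrogate variables from sva 3.50.0. Age comparisons were repeated in each sex, and lists with fry and with an estimated correlation. Leaving out 3 libraries whose sex-linked genes opposed their label was added after the values were seen, alone and together with the stem as a block. The stem is the part of the library name before the dot, and the labels do not explain it. No stem of an age occurred in both prenatal conditions, and 100 of 120 combinations of stem and sex held both injections.

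The edgeR test was tested on simulated data with 200 changed genes, drawn from the means, dispersions and library sizes of the real libraries. For the FR effect in P0 males over 14318 genes, it recovered 70% of genes changed by a log2 of 0.5 and 91.5% of those changed by a log2 of 1. For P21 males over 14400 genes the shares were 80% and 95.5%, and for adult males over 15168 genes they were 77.5% and 87.5%. An unchanged comparison in the same simulations gave 0 calls. DESeq2, the fit of only the groups compared, both blocks and camera were also tested on simulated data. RLE factors, the unfiltered fit, surrogate variables and fry were not. Simulated libraries were independent of each other, unlike libraries that share a stem. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.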

Results

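Gene expression in the medial prefrontal cortex was measured in 238 libraries at 3 ages, namely birth (P0), 21 days (P21) and 90 days (adult). Rats had been exposed to fetal growth restriction (FR) or to the ad libitum control (AdLib), and received peripheral saline or insulin 30 minutes before collection. Each combination of age, sex, prenatal condition and injection held 10 libraries, except for 9 in P0 AdLib saline males and 9 in adult FR insulin males. The median total count per library was 6553739 at P0, 7070379.5 at P21 and 10136009 in adults.

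Sex-linked genes were examined first, as a check of the labels. Among libraries whose genes matched the label, the summed CPM of 4 Y-linked genes had a median of 389 in P0 males and 0.422 in P0 females. The medians were 299.9 and 0.340 CPM at P21, and 331 and 0.354 CPM in adults. In 3 libraries the sex-linked genes opposed the label. The library labelled P0 female AdLib saline replicate 6 had 425.5 Y-linked CPM. The library labelled adult female FR saline replicate 1 had 346 Y-linked CPM. The library labelled adult male FR insulin replicate 1 had 0.985 Y-linked CPM. Summed over 3 female-specific genes it had 72.0 CPM, against a median of 0.535 CPM in the other adult males. These libraries stayed in the groups of their labels. How reads shared by Y-linked genes and their X-linked copies were counted is not stated.

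**Figure D1:**
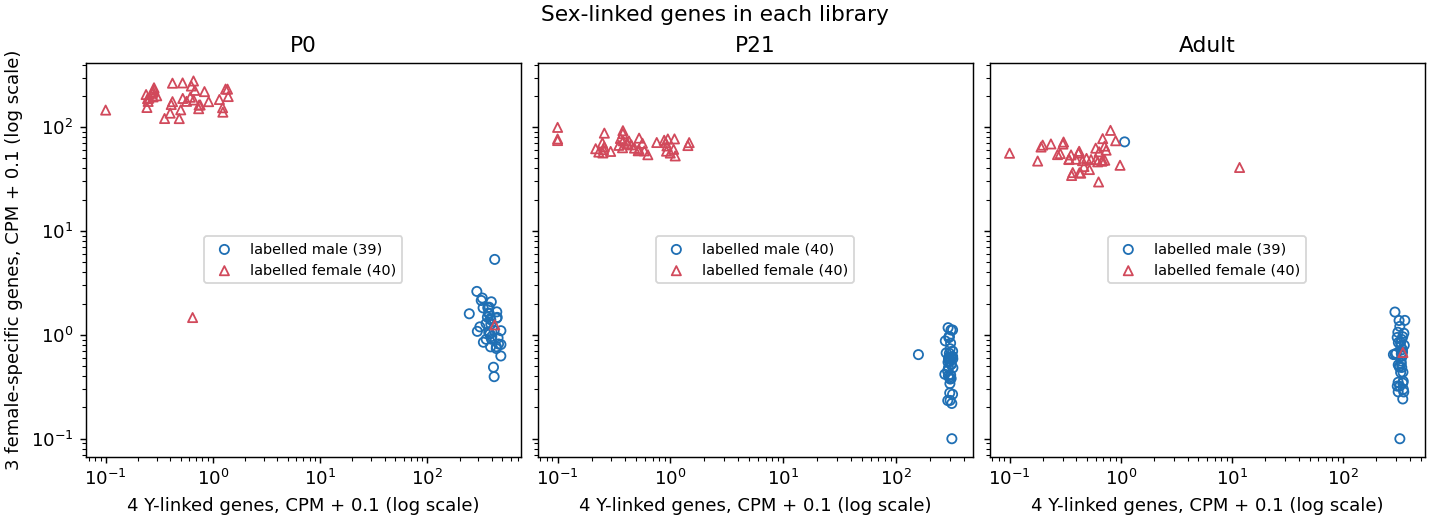
Summed CPM of 4 Y-linked genes against summed CPM of 3 female-specific genes in each library, on log axes with 0.1 added, in a panel per age. The 3 libraries whose genes opposed their label lie among the other sex.

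The FR effect in saline addressed how growth restriction changed expression without insulin. No gene was called in P0 males (1063 of 14318 genes at an unadjusted p under 0.05), P21 males (601 of 14400), P21 females (374) or adult males (680 of 15168). Chance gives about 716 such genes at P0, 720 at P21 and 758 in adults. In P0 females 4 genes were called, all Y-linked and lower in FR, with 367 genes at an unadjusted p under 0.05. Kdm5d (ENSRNOG00000060496, chromosome Y) was at 0.111 ± 0.103 CPM in FR and 9.99 ± 31.2 CPM in AdLib (n = 10 each). Its log2 fold change was -6.42 (SE 1.06, edgeR adjusted p 0.000275), although 6 of 10 FR libraries lay above the AdLib median. Ddx3 (ENSRNOG00000057231, chromosome Y) had a log2 fold change of -6.40 (SE 1.06, edgeR adjusted p 0.000275). Without the library labelled P0 female AdLib saline replicate 6, 0 genes were called and 271 had an unadjusted p under 0.05. The fits of only the groups compared (384) and with the stem as a block (317) also gave 0 calls. Without that library Ddx3 had a log2 fold change of 1.31 with an edgeR adjusted p of 1.

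In adult females 5 genes were called, all higher in FR saline, with 847 genes at an unadjusted p under 0.05. They were the 4 Y-linked genes and Ubtf. Ddx3 was at 16.1 ± 48.7 CPM in FR and 0.125 ± 0.117 CPM in AdLib (n = 10 each), with a log2 fold change of 6.83 (SE 1.23, edgeR adjusted p 0.00684). It lay above the AdLib median in 7 of 10 FR libraries. Eif2s3y (ENSRNOG00000060048, chromosome Y) had a log2 fold change of 6.31 (SE 1.23, edgeR adjusted p 0.0127). Ubtf (ENSRNOG00000020937, chromosome 10) was at 119.8 ± 6.81 CPM in FR and 105 ± 4.87 CPM in AdLib (n = 10 each). Its log2 fold change was 0.19 (SE 0.0407, edgeR adjusted p 0.0363), and 10 of 10 FR libraries lay above the AdLib median. Without the libraries labelled adult female FR saline replicate 1 and adult male FR insulin replicate 1, 0 genes were called and 934 had an unadjusted p under 0.05. Ubtf then had a log2 fold change of 0.19 and an edgeR adjusted p of 0.384. The fits of only the groups compared (697) and with the stem as a block (852) gave 0 calls as well.

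Where no gene was called for the FR effect, the genes with the smallest p were Popdc3 in P0 males, Pttg1ip in P21 males, LOC691170 in P21 females and Ipmk in adult males. Popdc3 (ENSRNOG00000047102, chromosome 20) was at 1.96 ± 0.703 CPM in FR (n = 10) and 3.56 ± 0.914 CPM in AdLib (n = 9). Its log2 fold change was -0.84 (SE 0.205, edgeR adjusted p 0.618), and 1 of 10 FR libraries lay above the AdLib median. The edgeR adjusted p was 0.999 for Pttg1ip, 0.247 for LOC691170 and 0.745 for Ipmk.

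The insulin effect in AdLib addressed the acute response of control rats. No gene was called in P0 males (149 genes at an unadjusted p under 0.05), P21 males (892), P21 females (346), adult males (613) or adult females (344). In P0 females 4 Y-linked genes were called lower after insulin, with 152 genes at an unadjusted p under 0.05. Kdm5d had a log2 fold change of -6.56 (SE 1.09, edgeR adjusted p 0.000333) and Ddx3 one of -6.44 (SE 1.07, edgeR adjusted p 0.000333). For each, 4 of 10 insulin libraries lay above the saline median. Without the library labelled P0 female AdLib saline replicate 6, 0 genes were called and 135 had an unadjusted p under 0.05. Only the groups compared (175) and the stem as a block (449) gave 0 calls too.

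In P21 males the smallest p after insulin belonged to Abcc8 (ENSRNOG00000021130, chromosome 1), which was not called. It was at 38.2 ± 4.30 CPM after insulin and 46.7 ± 4.15 CPM after saline (n = 10 each). Its log2 fold change was -0.29 (SE 0.0591, edgeR adjusted p 0.0543), and 1 of 10 insulin libraries lay above the saline median. It was called under DESeq2, without the low-count filter and with the stem as a block, which gave 1 gene each. Elsewhere the smallest p belonged to Grik4 in P0 males (edgeR adjusted p 1), Krcc1 in P21 females (0.436), Car6 in adult males (0.527) and Ubtf in adult females (1). Irs2, which the authors' deposited table calls in adult males, was at 102.5 ± 11.2 CPM after insulin and 80.6 ± 7.69 CPM after saline (n = 10 each). The log2 fold change was 0.35 (SE 0.122, edgeR adjusted p 0.999), and 10 of 10 insulin libraries lay above the saline median. A fit of only the groups compared called it, as the 1 gene in that fit.

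The insulin effect in FR addressed the same response after growth restriction. No gene was called in P0 males (170 genes at an unadjusted p under 0.05), P0 females (135), P21 males (561), P21 females (464) or adult males (799). In adult females 4 Y-linked genes were called lower after insulin, with 579 genes at an unadjusted p under 0.05. Kdm5d had a log2 fold change of -6.56 (SE 1.22) and Ddx3 one of -6.41 (SE 1.16), each with an edgeR adjusted p of 0.00718. Of 10 insulin libraries, 4 lay above the saline median for Kdm5d and 5 for Ddx3. Without the discordant adult libraries, 0 genes were called and 634 had an unadjusted p under 0.05. Calls were also 0 in the fits of only the groups compared (378) and with the stem as a block (761). In adult males the smallest p belonged to the female-specific ENSRNOG00000055225 (edgeR adjusted p 0.0567, and 0.993 without those libraries). Elsewhere it belonged to Vwc2l in P0 males (edgeR adjusted p 1), Cldn1 in P0 females (1), St8sia3 in P21 males (0.998) and Spp1 in P21 females (0.285).

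The combined comparison set FR insulin libraries against AdLib saline libraries. No gene was called in P0 males (828 genes at an unadjusted p under 0.05), P21 males (518) or adult females (1305). In P0 females 4 Y-linked genes were called lower, with log2 fold changes of -7.03 for Ddx3 (SE 1.16) and -6.75 for Kdm5d (SE 1.12), each at an edgeR adjusted p of 0.000478. For each, 5 of 10 FR insulin libraries lay above the AdLib saline median. Without the library labelled P0 female AdLib saline replicate 6, 0 genes were called and 420 had an unadjusted p under 0.05. In adult males 1 gene was called, the female-specific ENSRNOG00000055225, with a log2 fold change of 6.17 (SE 1.19, edgeR adjusted p 0.028). It lay above the AdLib saline median in 3 of 9 libraries. Without the discordant adult libraries, 0 genes were called there and 1169 had an unadjusted p under 0.05. The fit of only the groups compared called 14 genes in adult males, and 0 in P0 females (498) and P21 females (576).

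In P21 females Spp1 (ENSRNOG00000043451, chromosome 14) was called in the combined comparison. It was at 6.94 ± 20.0 CPM in FR insulin and 0.387 ± 0.447 CPM in AdLib saline (n = 10 each). The log2 fold change was 4.19 (SE 0.795, edgeR adjusted p 0.0193), and 10 of 10 FR insulin libraries lay above the AdLib saline median. Replicate 9 of the FR insulin group was at 63.95 CPM and the next library at 1.69 CPM. Without replicate 9 the log2 fold change was 0.72 and the edgeR adjusted p was 1. The smallest p elsewhere belonged to Hps1 in P0 males (edgeR adjusted p 0.534), Jhy in P21 males (1) and Zhx2 in adult females. Zhx2 (ENSRNOG00000005417, chromosome 7) was at 15.4 ± 2.22 CPM in FR insulin and 11.5 ± 2.44 CPM in AdLib saline (n = 10 each). The log2 fold change was 0.42 (SE 0.0879, edgeR adjusted p 0.106), and 10 of 10 FR insulin libraries lay above the AdLib saline median.

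**Figure D2:**
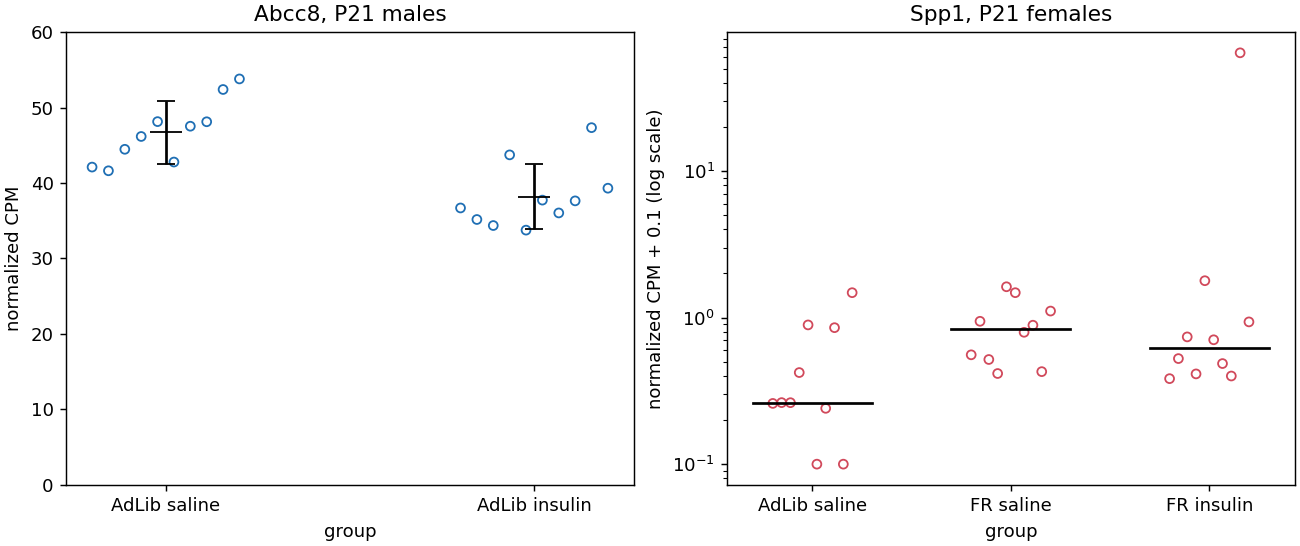
Normalized CPM per library of Abcc8 in P21 males (with mean ± SD) and of Spp1 in P21 females (log axis with 0.1 added, with medians), by group. Abcc8 averaged 38.2 CPM after insulin and 46.7 CPM after saline in AdLib males, and Spp1 reached 63.95 CPM in 1 library.

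Across these 24 diet and insulin comparisons, 17 had no call. The other 7 held 23 calls, of which 20 were of Y-linked genes and 3 of other genes. In 7 of the 24 comparisons more genes had an unadjusted p under 0.05 than chance gives.

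**Figure D3:**
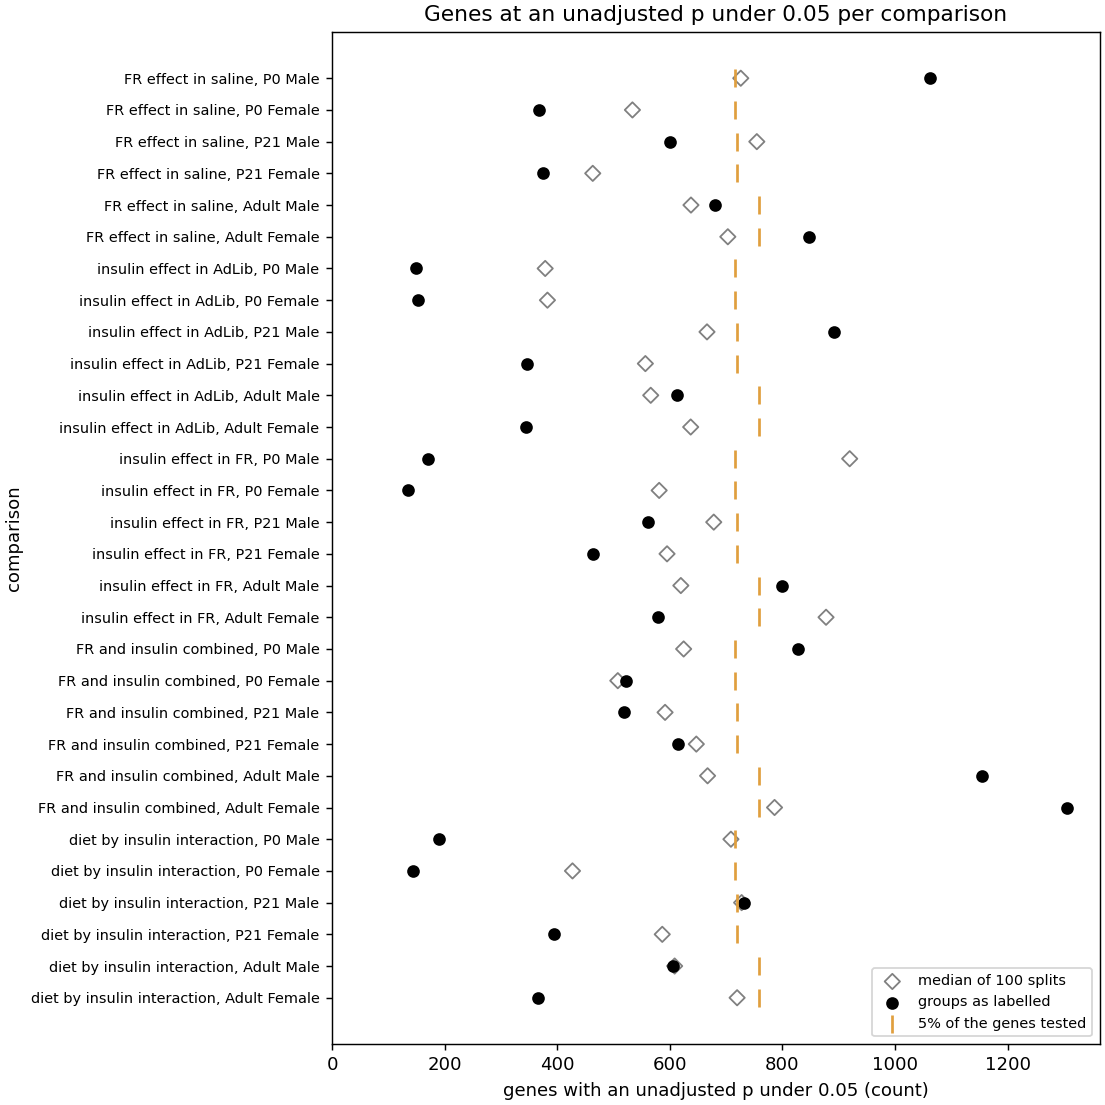
Number of genes with an unadjusted p under 0.05 in each diet and insulin comparison and each interaction, beside the median of 100 splits of the same libraries and 5% of the genes tested. The real counts ran from 135 to 1305 genes.

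The interaction asked whether the response to insulin differed between FR and AdLib rats. No gene was called in either sex at any age. In males, 190 genes at P0, 731 at P21 and 606 in adults had an unadjusted p under 0.05. In females the counts were 143, 395 and 366. The smallest edgeR adjusted p was 0.363, for Arhgap22 in adult males (log2 difference -0.60, SE 0.135). DESeq2 moved this family most, with 2 Y-linked genes called in adult females and 1 in P0 females. The other genes with the smallest p were Fam110a and ENSRNOG00000050746 at P0, Cyp2u1 and Mthfs at P21, and ENSRNOG00000030319 in adult females.

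Differences between males and females in the FR effect were called for 4 Y-linked genes at P0 (529 genes at an unadjusted p under 0.05). Eif2s3y had a log2 difference of 6.38 (SE 1.19, edgeR adjusted p 0.00893). No gene was called at P21 (411) or in adults (708). For the insulin effect in AdLib, 3 Y-linked genes were called at P0 (182), with a log2 difference of 6.32 for Eif2s3y (SE 1.20, edgeR adjusted p 0.0108). None was called at P21 (705) or in adults (502). For the insulin effect in FR, no gene was called at P0 (158), P21 (587) or in adults (450). Without the library labelled P0 female AdLib saline replicate 6, 0 genes were called at P0 for the FR effect (452) and 0 for the insulin effect in AdLib (174). Eif2s3y then had log2 differences of 0.08 and 0.02. The fit of only the groups compared (446 and 254) and the stem as a block (620 and 415) also gave 0 calls for both. Among contrasts without a call, the smallest edgeR adjusted p was 0.0806, for Ddx3 in the FR effect in adults, and 0.952 without the discordant adult libraries.

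Males and females differed in AdLib saline in 12 genes at P0, 14 at P21 and 13 in adults. At P21, where no label was opposed, Ddx3 was at 128 ± 8.33 CPM in males and 0.0947 ± 0.109 CPM in females (n = 10 each). This gene had a log2 fold change of 10.05 (SE 0.164, edgeR adjusted p 9.28e-66), and 10 of 10 males lay above the female median. At P0 the log2 fold change of Ddx3 was 3.16, and 10.87 without the library labelled P0 female AdLib saline replicate 6. Of the alternatives without a block by replicate number, the fit of only the groups compared moved the family most, with 7 genes at P0.

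Among gene lists fixed in advance, immediate early genes were called by camera in 3 of the 12 insulin comparisons. They were higher after insulin in adult males, both in AdLib (mean log2 fold change 0.21 ± 0.14, 12 genes, 11 higher, adjusted p 3.53e-05) and in FR (0.20 ± 0.16, 12 genes, 10 higher, adjusted p 0.000291). They were lower in P21 AdLib males (-0.24 ± 0.16, 10 of 12 genes lower, adjusted p 0.000913). Glucocorticoid-responsive genes were called higher in 5 comparisons and insulin signalling genes in 0, with 3 at an unadjusted p under 0.05. None of these calls held under fry or an estimated correlation. Under fry, 0 of the 12 comparisons passed an unadjusted p under 0.05 for immediate early genes and 1 for glucocorticoid-responsive genes. Adjusted over the list alone, 1 immediate early gene, 0 glucocorticoid-responsive genes (9 tests at an unadjusted p under 0.05) and 2 insulin signalling genes passed in the 12 insulin comparisons. Over all genes tested, 0 passed, with 11 of 132, 9 of 184 and 9 of 236 gene tests at an unadjusted p under 0.05. The adjustment over the list alone was made within each comparison, so a few passes over the 12 comparisons can arise by chance. Arc in adult AdLib males was at 392 ± 55.0 CPM after insulin and 298 ± 50.7 CPM after saline (n = 10 each), with 10 of 10 insulin libraries above the saline median. This gene had a log2 fold change of 0.40 (SE 0.134, edgeR p adjusted over the list alone 0.0491). In the combined comparison in adult males, 8 genes passed adjusted over the list alone and 0 over all genes tested, with all 8 at an unadjusted p under 0.05. They were Irs2, Fosb, Per1, Nfkbia, Egr2, Nr4a3, Errfi1 and Arc, and 6 of them passed without the discordant adult libraries. Irs2 had a log2 fold change of 0.47 there (SE 0.124, edgeR p adjusted over the list alone 0.00632). Slc2a3 passed in P21 AdLib females (-0.36, SE 0.107, edgeR p adjusted over the list alone 0.022) and in adult FR males (0.75, SE 0.204, edgeR p adjusted over the list alone 0.00839).

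Lists of cell type and tissue markers gave 23 camera calls in 216 tests over the 24 diet and insulin comparisons. The calls were 3 for oligodendrocytes, 2 for striatal neurons, 5 for red blood cells, 2 for endothelium, 4 for meninges and fibroblasts, 5 for astrocytes, 1 for microglia and 1 for cortical neurons. Choroid plexus had 0, with a smallest camera p of 0.0948. Under fry 0 of the 216 tests passed, and 5 had an unadjusted p under 0.05.

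Age comparisons in AdLib saline libraries described development. Between P0 and P21, 12778 of 14391 genes were called, 6245 higher and 6533 lower at P21. Between P21 and adults, 8996 genes were called, 4540 higher and 4456 lower in adults. The alternative that moved the second count most was females only, with 6641 genes. The largest rises to P21 were in Mobp (ENSRNOG00000018700, chromosome 8), with a log2 fold change of 10.78 (SE 0.429, edgeR adjusted p 3.42e-31), and Mal (9.55). Mobp was at 0.0400 ± 0.0831 CPM at P0 (n = 19) and 96.6 ± 48.4 CPM at P21 (n = 20), with 20 of 20 P21 libraries above the P0 median. The largest falls were in Igfbpl1 (log2 fold change -7.12, SE 0.172, edgeR adjusted p 6.35e-44) and Igf2bp1 (-6.76). From P21 to adults the largest rises were in AC135409.1 (4.49, SE 0.188, edgeR adjusted p 5.35e-32) and Atf3 (3.04). RNaseP_nuc fell by 6.86 on the log2 scale, from 14.5 ± 4.10 to 0.105 ± 0.110 CPM (n = 20 each). ENSRNOG00000054241 was at 3.25 ± 1.43 CPM at P21 and was listed at 0 in all 20 adult libraries. Each age came from a count table of its own, so age was not separated from any difference between the tables.

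The authors' deposited tables cover the FR effect, the insulin effect in AdLib and another comparison, taken here as the insulin effect in FR. Their log2 fold changes were correlated across genes with those of the group means, where genes are not independent replicates. In 13 tables r was 0.968 to 0.998. In the table for insulin in P21 AdLib males it was 0.969, and 0.998 without insulin replicate 1, whose title spells the prenatal condition differently. In the 5 tables whose groups hold a library with discordant sex-linked genes it was 0.699 to 0.857, and 0.966 to 0.999 without those libraries. The authors' deposited tables hold 29 calls in 11 tables, of which 13 were of genes tested here and 0 were called here in the same comparison. For 20 of the 29, 1 library lay far from its group by Dixon's criterion. The table for P21 FR females held 11 calls, of which 10 were highest in FR insulin replicate 9 (S100a5, Stoml3, Eomes, Trh, Cyp2g1, Cyp2a2, Cyp2f4, Bpifb3, Car3 and Spp1). For the 13 calls of genes tested here, unadjusted edgeR p-values ran from 1.65e-05 for Tmco3 to 0.0544 for Car3 in P21 FR females. Car3 was also among these calls for the FR effect in P21 females (0.00427).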

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

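The tests of the libraries whose genes opposed their label, of depth and a male origin for the library without either sex's genes, of a mixture in the P21 male library, of olfactory markers, and of the number of genes in which a library stood apart were chosen only after the result was seen. Each group of 9 or 10 libraries was searched for a single library far from the rest. Such a library was marked where its gap to the nearest other library, as a share of the group's range, passed Dixon's 95% value. Gaps and ranges were taken on log CPM, with 1 added to sex-linked sums and 0.5 to single genes. Of 149 sets tested, 19 were marked, against 7.45 by chance, since chance flags about 1 in 20 groups. Sex-linked sums gave 12 of them and named genes 7.

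The library labelled P0 female AdLib saline replicate 6 stood apart in Y-linked CPM (gap share 0.865) and female-specific CPM (0.889). The difference between sexes at P0 was called for 4 genes in the FR effect and 3 in the insulin effect in AdLib, all Y-linked. Without this library, 0 Y-linked genes were called in the 3 P0 female comparisons that hold it. FR or insulin acting on Y-linked genes was argued against by the other P0 female libraries, which reached 1.29 Y-linked CPM at most. A mixture of male and female RNA was argued against by female-specific genes at 0.612% of the female median. An exchange with a P0 library labelled male lacked a partner, as 0 such libraries had the female pattern. An exchange with a library of another age was argued against by its place at -0.258 on a scale from the P0 mean at 0 to the P21 mean at 100, as a median over 12778 genes called between these ages. The other P0 libraries ranged from -8.88 to 14.5 and the P21 libraries from 97.2 to 102. A single wrong label remains a candidate explanation.

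In adult FR rats, the library labelled female saline replicate 1 stood apart in Y-linked CPM (gap share 0.566) and female-specific CPM (0.849). The library labelled male insulin replicate 1 stood apart in the same sums (0.958 and 0.873). Exchanged labels may account for both, since 1 adult library labelled male had the female pattern and the stem of the discordant female library. A mixture of RNA was argued against, as the labelled sex's genes reached at most 1.17% of that sex's median.

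The library labelled P0 female FR saline replicate 4 had low female-specific CPM (gap share 0.851) and almost no Y-linked counts. Low depth was argued against by 10 female-specific counts where 1372 would match the female median at its depth. A male origin was argued against by Y-linked genes at 0.141% of the male median. On a scale of 5 X-linked genes from the male mean at 0 to the female mean at 100, it lay at -11.9, where males ranged from -80.1 to 40.4 and 38 other females from 49 to 159. A single X chromosome is a candidate explanation, as a hypothesis, and loss of the expression of these genes by other means was not tested.

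The library labelled P21 male FR insulin replicate 10 had low Y-linked CPM (gap share 0.787), at 158 against 274 to 318 in its group. A mixture with female RNA was argued against by female-specific genes at 0.802% of the female median. A change in 1 gene was argued against, since 4 Y-linked genes were under 0.75 of the mean of the other males. Loss of the Y chromosome in part of the cells may be considered, but it was not tested.

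The library labelled P0 male FR saline replicate 1 had female-specific CPM of 5.23 (gap share 0.670). Its 36 counts of 3 genes equal 2.77% of the female mean. A small admixture of female RNA or reads could give their proportions (simulated p 0.920). The simulation covers counting error only, and 38 of 38 single females fitted as well. With so few counts it could hardly have excluded an admixture. Lesser gaps in sex-linked sums were in P0 male AdLib insulin replicate 10 (Y-linked, 0.506), P21 female AdLib insulin replicate 5 (female-specific, 0.485) and adult male AdLib saline replicate 3 (female-specific, 0.485). The P21 library stood apart from its group in 514 genes of mean CPM 1 or more, and 2.5% of the libraries of its age did so in as many, so disturbance of the whole library is a candidate explanation. For the other 2 libraries the shares were 22.8% and 40.5%, and this could not be told.

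Of the named genes, Spp1 stood apart in P21 female FR insulin replicate 9 (gap share 0.767). The others were Cldn1 in P0 female FR saline replicate 8 (0.672), Hps1 in P0 male AdLib saline replicate 9 (0.586) and Letmd1 in P0 female FR insulin replicate 10 (0.496). They also included Pttg1ip in P21 male AdLib saline replicate 10 (0.479), ENSRNOG00000030319 in adult female AdLib insulin replicate 2 (0.496) and Rad51c in adult female AdLib saline replicate 2 (0.492). Each of these libraries was also placed by the number of genes, of mean CPM 1 or more, in which it stood apart from its group. As many genes arose in 3.75% of the libraries of the age for that of Spp1, 3.8% for Cldn1, 16.5% for Hps1, 13.9% for Letmd1, 37.5% for Pttg1ip, 30.4% for ENSRNOG00000030319 and 27.8% for Rad51c. Disturbance of a whole library is a candidate explanation for Spp1 and Cldn1, with 481 and 517 genes against medians of 66.5 and 54. For the other 5 it could not be told. With 7 marks among genes, chance may account for several. Libraries without such a mark stood apart in more genes. They were P0 male FR saline replicate 2 (1638), P0 male FR insulin replicate 6 (750) and P21 male FR saline replicate 10 (661). The first is part of the FR effect and the insulin effect in FR in P0 males. None of the alternatives left these libraries out.

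Spp1 was called in the combined comparison in P21 females, and without replicate 9 its adjusted p was 1. The list score of meninges and fibroblast markers in that library lay 6.48 SD above the other libraries of its group. That of microglia lay 1.17 SD above, with Csf1r at 107 CPM (others up to 111). A shift this small can neither show nor rule out microglia as a source. Ptgds was at 1126 CPM in that library and 367 ± 127 CPM in the 9 others, and Col3a1 at 181 against 83.1 ± 13.4 CPM. Olfactory tissue in the dissection is a candidate explanation. The score of 8 olfactory markers that the authors' tables do not call lay 20.4 SD above, and 7 of the 8 were above all other libraries of the group, with Cdhr1 at 231 against 24.9 ± 5.68 CPM and Th at 16.8 against 1.46 ± 0.648 CPM. Genes called in the authors' table for this group and highest here included S100a5 (8.04 CPM, others up to 0.16) and Eomes (10.5 CPM, others up to 0.313). Meningeal tissue is a candidate explanation as well, alone or with it. Endothelial and astrocyte scores lay 6.32 and 5.47 SD above as well, with Flt1 at 76.8 against 63.4 ± 6.64 CPM and Slc1a3 at 969 against 843 ± 32.5 CPM. Other markers of these lists lay within the range of the group, with Slco1a4 at 55.9 CPM (others up to 56.3) and Slc1a2 at 579.5 CPM (others up to 636). Whether 1 tissue accounts for all of this was not tested. Cyp2g1 and Cyp2a2, called by the authors and highest in replicate 9, were also their 2 calls in P21 FR males. Both were highest there in FR saline replicate 1, which lay far from its group. Of the 10 meninges markers, 8 passed the filter in this tissue, and the list shares no gene with another.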

How the results depend on the processing

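The tests that left out the 3 discordant libraries, alone or with the stem as block, and the test of Ubtf without Y-linked genes were chosen only after the result was seen. For 47 results, 333 alternative values were computed, of which 269 stayed within 1.5 times and 64 moved. All alternatives left 24 of the 47 results unmoved, and RLE factors moved 0 of 47. Of 490 values of named genes, 434 kept direction and side of the threshold, 46 became weaker, 6 stronger and 4 reversed. Where not stated, the cause was not tested. Counts in parentheses are genes at an unadjusted p under 0.05.

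Without the discordant libraries, calls fell to 0 in P0 females for the FR effect (271), the insulin effect in AdLib (135) and the combined comparison (420), and for the sex difference at P0 in the FR effect (452) and insulin effect (174). In adults they fell to 0 for the FR effect in females (934), the insulin effect in FR in females (634) and the combined comparison in males (1169). Ddx3 reversed in the P0 female comparisons, to 1.31, 1.27 and 0.68. The Y-linked and female-specific calls rested on the libraries left out. Ubtf kept its log2 fold change of 0.19 in adult females while its adjusted p went from 0.0363 to 0.384. With all libraries kept and only the 4 Y-linked genes left out of the adjustment it was 0.181, so its call rested on theirs.

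In fits of only the groups compared, which use fewer libraries, calls fell to 0 in P0 females for the FR effect (384), the insulin effect in AdLib (175) and the combined comparison (498). They fell to 0 for both sex differences at P0 (446 and 254), the combined comparison in P21 females (576), and in adult females the FR effect (697) and insulin effect in FR (378). Males against females at P0 gave 7 genes, the insulin effect in AdLib adult males 1 (Irs2), and the combined comparison in adult males 14. The cause was not tested.

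With the stem as a random block, calls fell to 0 in P0 females for the FR effect (317), insulin effect in AdLib (449) and combined comparison (365), and for both sex differences at P0 (620 and 415). They also fell to 0 for the combined comparison in P21 females (579) and adult males (1097), and in adult females for the FR effect (852) and insulin effect in FR (761). Abcc8 was the 1 gene called for the insulin effect in P21 AdLib males, and males against females in adults gave 8 genes. The cause was not tested. With the stem as block and the discordant libraries left out, Abcc8 (adjusted p 0.0215) and Zhx2 (0.0433) were called. Across its alternatives the adjusted p of Abcc8 ran from 0.0189 to 0.335.

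DESeq2 called 1 gene for the insulin effect in FR P0 females (AABR07001902.1), 1 for the interaction in P0 females (Eif2s3y) and 2 for the sex difference in the FR effect at P0. It called 1 for the insulin effect in AdLib P21 males (Abcc8), 0 for the combined comparison in P21 females (784), 2 for the insulin effect in FR adult males and 12 for the combined comparison in adult males. It called Kdm5d and Ddx3, 2 genes each, for the interaction in adult females and the adult sex differences in the FR effect and the insulin effect in FR. Spp1 reversed to -0.38 in the insulin effect in FR P21 females. Without the filter, Abcc8 was the 1 gene called in P21 AdLib males, and the combined comparison in adult males gave 0 (1926). With 2 surrogate variables the combined comparison in P21 females gave 0 (670) and the FR effect in adult females 3. The cause was not tested.

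Camera with an estimated correlation called immediate early genes in 0 comparisons (0 at an unadjusted p under 0.05) and glucocorticoid-responsive genes in 0 (2). Fry gave 0 (0) and 0 (1). Both allow for the correlation of genes within a list.

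Replicate numbers did not pair the libraries throughout. In 0 of 27 comparisons did every pair of libraries with 1 number have a correlation of deviations over 0.1, and 76 of 264 pairs did. Of the 264 pairs, 105 shared a stem. Pairs across diets could not share one, so the counts over all pairs cannot argue against pairing within the insulin comparisons. In 6 of the 12 insulin comparisons all pairs shared a stem, so the block there compared within stems. In P21 AdLib males the lowest correlation was 0.0568, the median 0.128, and 7 of 10 were over 0.1. With the replicate block, calls were 0 in P0 females for the FR effect (496), insulin effect in AdLib (805) and combined comparison (522), for both sex differences at P0 (457 and 309), the combined comparison in P21 females (563), and in adult females the FR effect (588) and insulin effect in FR (578). The block gave 5 genes for males against females at P0 and 20 in adults, 4 for the insulin effect in P21 AdLib males (Abcc8, Ankrd34a, Phgdh and RNaseP_nuc), and 1 for the FR effect in adult males. It gave 1 for the insulin effect in adult AdLib males, 5 in adult FR males, 2 for the combined comparison in adult males, and 1 comparison for insulin signalling genes. The cause was not tested.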

Other observations

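The shuffles of diets over stems, the shuffles of injections within stems for counts as large, the splits of the libraries, their counts at an unadjusted p where genes were called, and the checks of the authors' tables without single libraries were tests chosen only after the result was seen. Other tests were chosen before theirs.

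Each result was set against 100 splits of the same libraries into groups of the same sizes, the real one included, counting splits with as many called genes, or as many genes at an unadjusted p under 0.05 where no gene was called. For the FR effect the numbers were 24 (P0 males), 99 (P0 females), 77 (P21 males), 88 (P21 females), 40 (adult males) and 28 (adult females). For the insulin effect in AdLib they were 99, 99, 21, 94, 40 and 98 in the same order. For the insulin effect in FR they were 100, 100, 75, 90, 30 and 47. The combined comparison had 32, 100, 61, 50, 29 and 14, and the interaction 99, 98, 49, 95, 51 and 99. Sex differences at P0, P21 and in adults had 64, 93 and 51 for the FR effect, 100, 36 and 67 for the insulin effect in AdLib, and 100, 63 and 95 for the insulin effect in FR. All 100 splits held calls in P0 females for the FR effect, the insulin effect in AdLib and the combined comparison, and for the P0 sex differences in the FR effect and the insulin effect in AdLib. Those counts were fixed by the discordant library, so the numbers 99, 99, 100, 64 and 100 could not tell. Counted by genes at an unadjusted p under 0.05, they were 73, 98, 47, 62 and 94. By this count, the other diet and insulin results with calls had 38 (FR effect, adult females) and 86 (insulin effect in FR, adult females). The combined comparison had 62 in P21 females and 7 in adult males. Among these 39 diet and insulin results the fewest was 7, so none was under 5 of 100. These splits ignored stems. By called genes, males against females had 1 of 100 at each of the 3 ages. Both age comparisons had 1 of 100 as well. In each case this is the real split. By genes at an unadjusted p under 0.05, males against females had 79 at P0, 51 at P21 and 50 in adults. That count thus missed the sex difference, with its 12, 14 and 13 called genes. For diet and insulin it likewise cannot exclude effects confined to few genes. As many comparisons were called in 57 splits for immediate early genes, 4 for glucocorticoid-responsive genes and 100 for insulin signalling genes. For immediate early genes the splits had a median of 3 called comparisons, as many as the real grouping. Glucocorticoid-responsive genes had 5 called comparisons against a median of 2. Theirs was the only list under 5 of 100, and none of its calls held under fry.

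Libraries of 1 stem were alike. Their residuals had a median correlation of 0.215 at P0, 0.0786 at P21 and 0.115 in adults, against -0.0242, -0.0124 and -0.0129 for other pairs. Stems accounted for 86.9% of the first principal component at P0, 23.5% at P21 and 49.7% in adults. With 21, 18 and 24 stems such shares lie above 0 by chance alone, and no chance level was computed. The P21 share therefore does not by itself show likeness. Since no stem held both diets, whole stems were shuffled over the diets. As many genes at an unadjusted p under 0.05 for the FR effect arose in 30 of 100 shuffles in P0 males, 76 in P0 females, 67 in P21 males, 90 in P21 females, 48 in adult males and 33 in adult females. Chance differences between stems could therefore give counts of this size, and an effect of FR cannot be separated from them by counts alone.

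Insulin comparisons at P0 had fewer genes at an unadjusted p under 0.05 than the roughly 716 that chance gives. Likeness within stems, spread over both injections, is a candidate explanation. Shuffles of injections within stems had medians of 173.5 genes in AdLib males (real 149), 159 in AdLib females (152) and 227 in FR females (135), against 378.5, 382.5 and 581 in free splits. In FR males the median was 500.5 against a real 170, and 919.5 in free splits. Of 100 shuffles there, 1 had as few genes, the real one. Likeness within stems was argued against there as the whole cause.

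In further shuffles of injections within stems, as many genes at an unadjusted p under 0.05 as in the real comparison were counted, in the order AdLib males, AdLib females, FR males and FR females. The numbers were 70, 53, 100 and 89 of 100 at P0 and 2, 88, 49 and 71 of 100 at P21. In adults they were 13 of 64, and 84, 6 and 66 of 100. In AdLib adult males only 12 of 20 libraries lay in stems of both injections. Chance within stems could therefore give the count in 11 of the 12 comparisons. It was argued against for the 892 genes in P21 AdLib males, where the free splits had 21 of 100. This was 1 of 12 tests, so a response to insulin there is only a hypothesis.

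List scores were compared between injections by shuffling within stem and sex (100000 shuffles, two-sided, adjusted over 9 tests). Immediate early genes had an adjusted p of 0.780 at P0, 0.0303 at P21 (lower in 25 of 36 blocks, mean log2 difference -0.10) and 0.0303 in adults (higher in 21 of 28 blocks, 0.12). Glucocorticoid-responsive genes had 0.701, 0.421 and 0.0303 (higher in 21 of 28 blocks, 0.07), and insulin signalling genes 0.971, 0.331 and 0.5. Without the discordant libraries the 3 values of 0.0303 became 0.0527, 0.0609 and 0.0609. No P21 library was left out, so the P21 value changed through the adjustment over 9 tests, with an unadjusted p of 0.00588 before and 0.00586 after. The groups were uneven. At P21 immediate early genes were at -0.23 in AdLib males and at -0.0781 to -0.0359 in the other groups. In adults they were at 0.197 and 0.201 in males and at 0.0449 and 0.0578 in females. Adult glucocorticoid-responsive genes were at -0.00981 in FR females and at 0.0878 to 0.102 elsewhere. An acute response that is lower at P21 and higher in adults may be considered only as a hypothesis. A stress response to handling or to low blood glucose was not tested.

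Oligodendrocyte markers were higher after insulin in P21 AdLib males (camera p 4.42e-10, fry p 0.0297, fry adjusted p 0.994). The list score had a permutation p of 0.0836, so chance differences between libraries may account for the rise. Unlike the shuffles above, this permutation was not kept within stems, so a difference within stems was not tested. Mbp was at 1164 ± 703 CPM after insulin and 795 ± 307 CPM after saline (n = 10 each). Abcc8 had a log2 fold change of -0.28 with the score as a covariate (adjusted p 0.199), near the -0.29 without it, which argues against an uneven share of oligodendrocytes as its cause.

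Shared responses were tested by correlating fold changes across genes, which are not independent replicates, in 100 shuffles. A correlation as high between the FR effects of males and females arose in 85 shuffles at P0, 39 at P21 and 77 in adults. For the insulin effects of males and females the numbers were 45, 90 and 5, and for those in AdLib and FR 37, 57 and 10. None was under 5 of 100, so a response shared between the sexes or diets was not shown.

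In the library labelled adult female FR saline replicate 7, 127 Y-linked counts equalled 3.49% of the male mean. Whether a small admixture of male RNA or reads could be the source cannot be told apart from other causes. The proportions of the 4 genes departed from the male mean (simulated p 0.0219, for counting error only). Of 38 single males, 8 had proportions that fitted.

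The authors' deposited fold changes may have been made without the discordant libraries. Without them the 5 low correlations rose to 0.966 to 0.999. Some tables that hold no such library lay near the lower value. They gave 0.968 for the FR effect in adult males and 0.971 for insulin in adult AdLib females. What kept these values below the others was not tested. The labels do not state which libraries the authors used. The table for insulin in P21 AdLib males may have been made without the library whose title is misspelt, as a hypothesis. Without it r was 0.998, while leaving out any other of the 20 libraries gave at most 0.954. With all libraries r was 0.969, close to the adult tables named above, so its level alone is no sign of a missing library.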
